A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

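Tail DNA of 9 mice of 1 C57BL/6J/Nrs family (a sire, a dam and 7 offspring) was studied on 18 two-colour oligonucleotide arrays, 2 per mouse with the dyes exchanged, each against DNA of a male reference mouse. Mice were assigned to the groups sire, dam and offspring by the sample labels, which also gave the dye of each DNA. The arrays were the first, genome-wide screen of the study. Its denser second arrays and quantitative PCR were not used here.

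Per the file headers, the authors extracted the spots with Feature Extraction 10.7.1.1, whose processed signals are background-subtracted and dye-normalized by a linear method. The deposited log10 ratio of each spot is the processed red (Cy5) over the processed green (Cy3) intensity. The deposited median spot and background signals are unprocessed intensity values. The authors' value table of the series holds log2 ratios of the same arrays. It equalled the scanner ratios in size within 5.50e-07, was turned to reference over mouse on every array and was not centred (column medians from -0.0147 to 0.00797). It has no value for 1889 non-control spots. Scale, centring and direction of the table were thereby settled, and it served as an alternative.

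Each log10 ratio was converted to log2 and turned to mouse over reference. Control spots and spots with an outlier mark of the scanner software (106 to 624 per array) were left out. Spots of the same probe were averaged, which concerned 11711 probes. Each array was centred on the median of its autosomal probes. Probe positions were those of the array design on the mm9 build, and 36 probes on unplaced contigs were left out. Loess was not applied, since it can remove true shifts. Arrays of different mice with the same dye orientation correlated at r = 0.29 to 0.46 across probes, and those of opposite orientation at -0.41 to -0.26. The arrays of the same mouse correlated at -0.40 to -0.28, the mark of a probe-specific dye bias, which cancels in the mean of both orientations. Probes are not independent replicates, so these correlations describe the arrays. Such a bias has opposite signs on the turned arrays of a mouse, so it cannot by itself pass the condition of the same sign on both that was added here. The number of arrays limits the precision.

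Positive probes followed the study's thresholds, with an absolute log2 ratio over 0.8 on both arrays of a mouse, or over 0.5 on both arrays for a probe and its neighbour. The study's methods word the rule in absolute values only. The same sign on both arrays, after turning to mouse over reference, was required here as an added condition fixed before the data were examined. A call was offspring-only when neither parent was positive in the same direction. Segments were found on the mean of both arrays by a recursive interval search (sum of ratios over the root of the number of probes, divided by the robust SD), with a score of at least 6, at least 4 probes and an absolute mean of at least 0.25. This search stood in for the study's workbench software. Probe orders were shuffled 10 times within autosomes with a fixed seed, and 72 array pairs of different mice and opposite dyes were scored with the rule for positive probes. Shares of offspring have exact Clopper-Pearson intervals at a level of 0.95. One mouse was set against 8 by an exact permutation test. Every mouse was 1 value in limma (lmFit and eBayes), which compared each offspring mouse with the other 8 mice, and the 7 offspring with the 2 parents, with Benjamini-Hochberg adjustment. A lone mouse was assumed to vary like the others. P-values measure the spread between members of a single family.

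Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used. The segment search and limma were tested on simulated data. For segments in 1 mouse, over 950622 autosomal probes, the search recovered all 100 planted losses of 4 probes at -1.0 and 49 of 100 at -0.5. It recovered 98 of 100 losses of 10 probes at -0.5. For 1 offspring mouse against 8, over 948711 probes, limma recovered 34.5% of 200 single-probe losses of -1.0, 15.0% at -0.87 and 0% at -0.5, with 2 false calls.

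The tests, thresholds, alternatives and the rule for named items were fixed before the data were examined, except where a text below says that a test or an alternative was chosen later. The rule named the genes under offspring-only segments, the 10 loci with the most positive probes, members of fixed gene families, and offspring-only loci of at least 2 neighbouring positive probes. Regions are given by position, because the annotation at hand is of another build than mm9 and coordinates were not converted. The named genes, the test of gene families and the correction for probe GC content were therefore not run. Alternatives were normexp background correction (offset 50, on median signals in place of mean signals), loess, the value table of the series, probes well above background on all arrays, outlier spots kept, other thresholds, each dye orientation alone, other segment settings, a trend of the prior in limma, and leaving out each mouse.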

Results

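Copy number along the mouse genome was measured by array comparative genomic hybridization (array CGH), in which the DNA of a mouse and that of a reference animal are labelled with different dyes and compete for the same oligonucleotide probes. One C57BL/6J/Nrs family was examined, consisting of 1 sire, 1 dam and 7 offspring, which are called offspring 1 to offspring 7 here. Tail DNA of each of the 9 mice was hybridized against DNA of a male reference mouse on 2 arrays with the dyes exchanged. Both arrays of a mouse were made from the same DNA, so a mouse counted as 1 replicate, and the sire and the dam are single animals. The series title states that sires were exposed to gamma-rays at 20 mGy per day for 400 days. The study lists a mouse of this family in its irradiated group, whereas the design text of the series calls the male of the family non-irradiated. The labels of all 9 mice, the sire included, begin with 20mGy, as do those of the study's irradiated group. No other family was analysed here, so the values below describe this family and not an effect of exposure.

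Each of the 18 arrays carried 966371 non-control spots, which gave 950622 autosomal probes with a median spacing of 2053 bp, 68 probes on the X chromosome and 23 on the Y chromosome. The derivative log ratio spread reported by the scanner software ranged from 0.246 to 0.324 per array. The median signal was 3.08 to 4.83 times the background in the green channel and 2.93 to 3.93 times in the red channel. Between 80.4% and 97.2% of the spots of an array were well above background, and 677024 probes (71.2%) were so on all arrays. No spot was saturated.

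The sex chromosome probes separated the mice clearly. Ratios are given as log2 of mouse over reference, the opposite direction to the value table of the series. The dam had a median X ratio of 0.96 ± 0.07 (SD of 2 arrays) and a median Y ratio of -2.55 ± 0.23. Offspring 5, 6 and 7 had X ratios of 0.80 ± 0.14, 0.89 ± 0.14 and 0.88 ± 0.06, with Y ratios of -1.22, -1.68 and -1.49. In the sire and offspring 1 to 4 the X ratio ranged from -0.01 to 0.05 and the Y ratio from -0.06 to 0.09, close to the male reference. Of the 23 Y probes, 4 and 11 were well above background in the dam's channel on its 2 arrays, and 5 to 17 on the arrays of offspring 5, 6 and 7, so background limits the Y ratios of these mice.

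**Figure D1:**
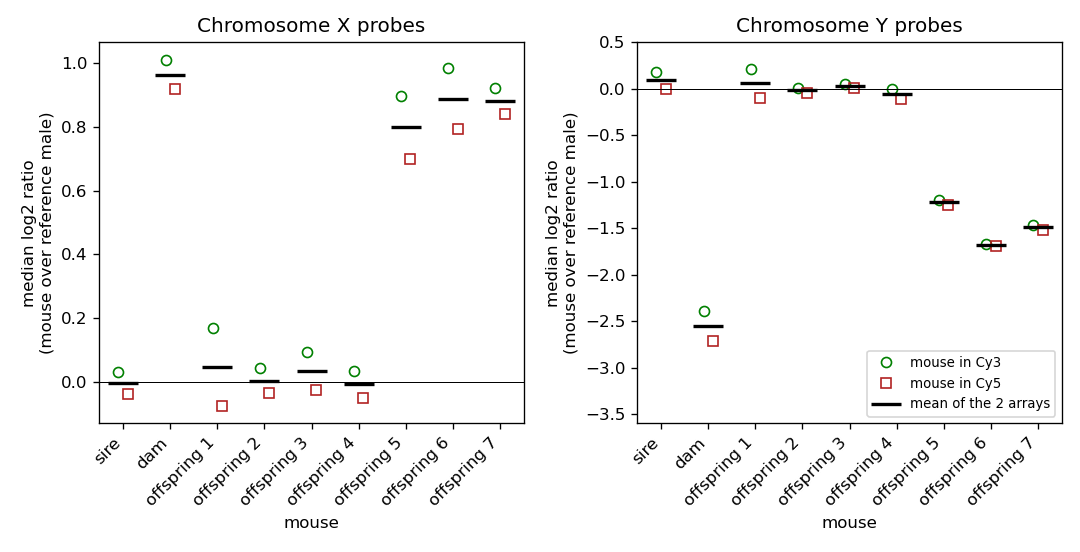
Median log2 ratio (mouse over male reference) of the X and Y chromosome probes in each of the 9 mice, with 1 circle or square per array and a bar at the mean of both arrays. The dam and offspring 5, 6 and 7 have X ratios of 0.80 to 0.96, and the other mice lie near 0.

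The family comparison asked which changes appear in an offspring mouse and in neither parent. Its clearest result was a loss on chromosome 10 in offspring 5. The loss extended from position 98675642 to 99422306 (mm9), a length of 746665 bp covered by 288 probes. Its mean log2 ratio was -0.87 ± 0.03 (SD of 2 arrays), a signal 0.546 times that of the reference. The array with this mouse in Cy3 gave -0.89 and the array with it in Cy5 gave -0.85. In the other 8 mice, both parents included, the mean over the same probes ranged from -0.02 to 0.01 (SD 0.00913, n = 8).

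Of the 288 probes, 286 were below 0 in offspring 5 and 279 were lower than in each of the other 8 mice. The probes next to the loss on either side had ratios of 0.15 (98673068 to 98673127) and 0.02 (99424011 to 99424070), which left 2515 bp and 1705 bp in which the ends may lie. Under the rule for single probes and neighbours, with the same sign required on both arrays, 183 of the 288 probes (63.5%) were positive, between 98679541 and 99422306, a span of 742766 bp. The difference of offspring 5 from the other 8 mice had an exact permutation p of 0.111 (two-sided), the smallest that 1 mouse among 9 can give. The region was chosen for its loss in offspring 5 on the same probes, so this p adds no support. Normexp background correction gave a mean of -0.52 in place of -0.87. The genes of the region were not analysed here, because the annotation at hand is of another genome build.

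**Figure D2:**
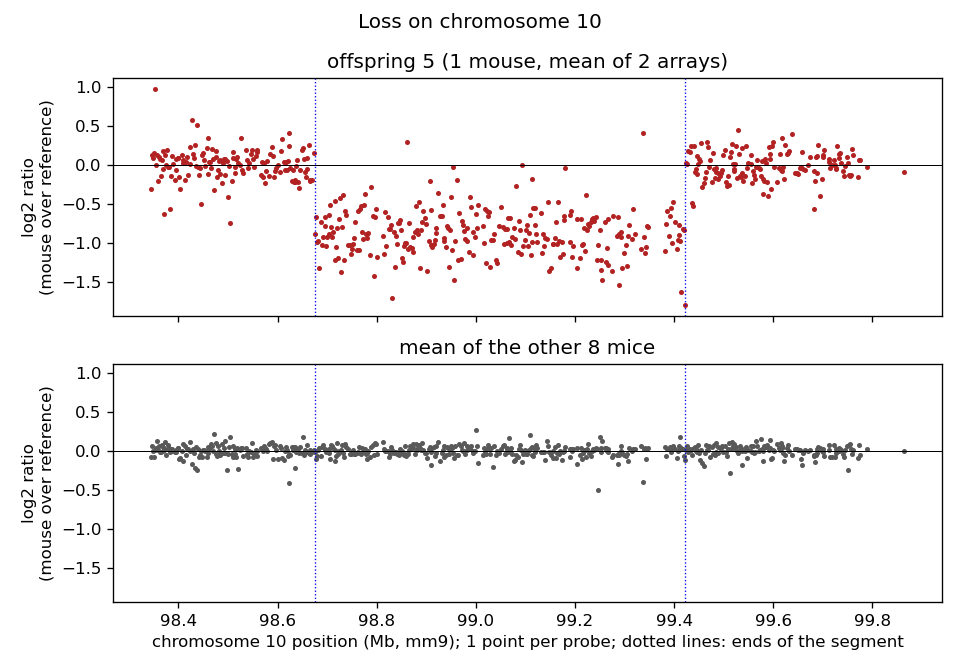
Log2 ratio (mouse over reference, mean of 2 arrays) of each probe against its position on chromosome 10 (Mb, mm9), for offspring 5 above and as the mean of the other 8 mice beneath, with dotted lines at the ends of the segment. The 288 probes between the lines average -0.87 in offspring 5, while the means of the other mice lie between -0.02 and 0.01.

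Beyond this loss, 3 regions stood out in several members of the family. On chromosome 14, 102 probes from 53430657 to 54386805 (956149 bp) were below the reference in all 9 mice, at either of 2 levels. The dam had a mean log2 ratio of -0.46, offspring 1 -0.50, offspring 2 -0.44, offspring 3 -0.50 and offspring 5 -0.47. The sire had -0.20, offspring 4 -0.22, offspring 6 -0.23 and offspring 7 -0.21. The arrays of the dam gave -0.39 and -0.53 and those of the sire -0.15 and -0.25, so the parents differed by more than the spread between arrays. This order of the parents held after normexp correction (-0.17 in the sire and -0.36 in the dam), after loess (-0.17 and -0.48), in the 55 of these probes with a value in the series' table (-0.13 and -0.36) and in the 65 well above background on every array (-0.24 and -0.51).

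**Figure D3:**
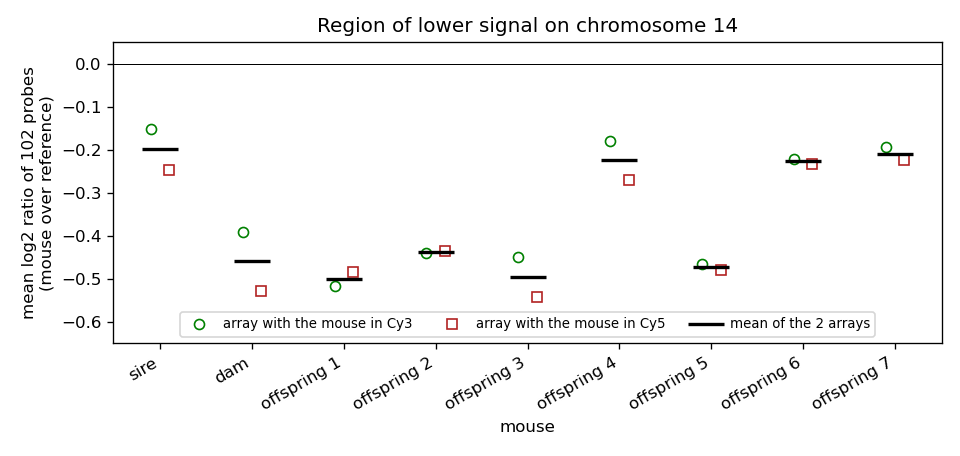
Mean log2 ratio (mouse over reference) of 102 probes on chromosome 14 in each of the 9 mice, with 1 circle or square per array and a bar at the mean of both arrays. The dam and offspring 1, 2, 3 and 5 lie between -0.50 and -0.44, and the sire and offspring 4, 6 and 7 between -0.23 and -0.20.

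A second region, on chromosome 10 from 33897213 to 33933441 (36229 bp, 19 probes), was lower than the reference by a similar amount in every mouse, with means of -0.58 to -0.49. On chromosome 3, 4 probes from 25417435 to 25444229 (26795 bp) had a mean of -1.50 in the dam, -1.56 in offspring 5, -1.59 in offspring 6 and -1.66 in offspring 7. The same probes lay between -0.12 and 0.12 in the sire and offspring 1 to 4.

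The search for segments of at least 4 probes returned many short intervals. It gave 1150 segments in the 9 mice, 71 to 212 per mouse, of which 700 were in offspring and in neither parent (543 losses and 157 gains). Most of the 700 were minimal, since 527 held 4 probes and 10 held at least 10 probes, and 274 did not reach a mean of 0.25 on both arrays. When the probe order within each autosome was shuffled, 10 such profiles gave a median of 1271 segments in all and 769.5 in offspring alone, more than the true order. The highest score of the shuffled profiles ranged from 9.64 in the sire to 19.4 in offspring 7, so this bar differed between mice. Only 19 segments scored above the highest value of the shuffled profiles of their mouse, and 3 of them were in offspring alone.

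These 3 were the chromosome 10 loss, an interval on chromosome 6 in offspring 5 and an interval on chromosome 7 in offspring 4. The chromosome 6 interval (104235287 to 104241453, 4 probes, mean -1.41) held 1 positive probe, at -4.42, and its mean was also low in the dam (-1.01), offspring 6 (-1.06) and offspring 7 (-1.09). The chromosome 7 interval (38979527 to 38985531, 4 probes, mean -1.11) rested on 1 array, with -2.04 when the mouse was in Cy3 and -0.18 in Cy5, and held 0 positive probes.

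Single positive probes were scattered over the autosomes of every mouse. Losses outnumbered gains in the sire and in each of the 7 offspring, while the dam had 222 gains and 149 losses. By the study's thresholds a probe was positive at an absolute log2 ratio over 0.8 on both arrays, or over 0.5 on both arrays together with a neighbour, and the same sign on both arrays was required here in addition. The median over the 9 mice was 504 positive probes, or 0.0530% of the autosomal probes, and 4036 when the signs were not compared. The sire had 1006, the dam 371, and offspring 1 to 7 had 993, 369, 476, 504, 621, 636 and 298, a mean of 557 ± 228 (SD, n = 7). Positive in an offspring mouse and in neither parent were 3683 probe calls, 94.5% of the 3897 in offspring, with 839 gains and 2844 losses, or 77.2% losses. Offspring 5 had 423 losses of this kind, and 183 of them (43.3%) lay in the chromosome 10 loss.

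Most positive calls came from dim probes: 94.8% of them fell on the 28.8% of autosomal probes that were not well above background on every array. A loss can itself make its probes dim in the mouse that has it, so this split does not measure noise alone. In the chromosome 10 loss 96 of 288 probes were well above background on every array, against 71.2% of all probes. Among the brighter probes the offspring-only calls were 159, of which 53 lay in the chromosome 10 loss. The share of losses among offspring-only calls was 96.2% there, 98.8% after normexp correction and 53.0% after loess. Across the 9 mice the count of positive probes rose with the spread of the probes (Spearman's rho 0.983, exact permutation p = 4.96e-05, and Pearson's r 0.979, exact permutation p = 2.48e-05, both two-sided, n = 9). Without the sire and offspring 1, the mice farthest from the median spread, r was 0.912. Both measures come from the same ratios, so a wider spread gives more calls by construction. This was the only relation of its kind computed, and a scan day held 1 or 2 mice, too few for a value within days.

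**Figure D4:**
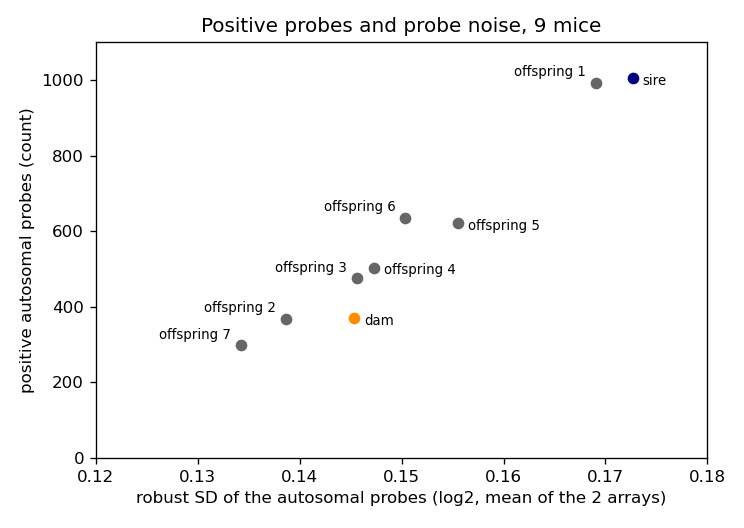
Number of positive autosomal probes of each of the 9 mice against the robust SD of its autosomal log2 ratios (mean of 2 arrays), with the sire in blue, the dam in orange and the offspring in grey. The counts run from 298 in offspring 7 to 1006 in the sire and rise with the SD (Spearman's rho 0.983).

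Neighbouring positive probes of the same sign were merged into loci to see which were shared within the family. Of 4541 loci, 4205 (92.6%) were positive in 1 mouse alone, 7 in both parents and 3222 in offspring alone. Loci of the sire alone numbered 964, and offspring carried 111 of the 6748 combinations of locus and offspring mouse, or 1.64% (95% exact interval 1.36 to 1.98). Loci of the dam alone numbered 348, with 93 of 2436 combinations, or 3.82% (3.09 to 4.66). Without the 16 loci carried by exactly offspring 5, 6 and 7, left out after their carriers were seen, the dam's share was 45 of 2324 combinations, or 1.94% (1.42 to 2.58). When an offspring mouse was taken to carry a locus at over 0.5 times the mean of the positive mice, the shares over the same loci became 12.5% and 12.7%. With that rule applied to the parents too, the loci of 1 parent became 1395 for the sire and 492 for the dam, and the shares over these other sets were 18.8% and 18.3%. The intervals treat loci as independent and cover counting error only.

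Loci of the dam that recurred in offspring were concentrated in the same animals. Of the 17 loci positive in the dam, not in the sire and in 3 offspring, 16 were carried by offspring 5, 6 and 7, and these lay on 11 autosomes. All 16 were losses, and 15 consisted of 1 probe. Their ratios ranged from -4.51 to -0.87 in the 4 carriers and from -0.39 to 0.20 in the other mice. The lowest was the probe at 104241394 on chromosome 6, with -4.02 in the dam and -4.42, -4.28 and -4.51 in the 3 offspring.

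The 10 loci with the most positive calls held 6 pieces of the chromosome 10 loss and the chromosome 3 locus. A pair lay in the chromosome 14 region. The locus from 53714075 to 53759064 had a mean of -0.96 in the dam, -0.97 in offspring 1 and -0.43 in the sire. The locus from 53513721 to 53517429 passed the rule in offspring 2, 3 and 5 (-0.63, -0.71 and -0.62), while the dam had -0.55, offspring 1 -0.55 and the sire -0.44. The last was 1 probe on chromosome 13 (95707465 to 95707524), a gain in 7 mice.

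Offspring-only loci of at least 2 neighbouring positive probes numbered 107, and 45 of them were pieces of the chromosome 10 loss. Of the 62 others, 51 were losses and 11 gains, 57 held 2 probes, and none held more than 4. Of these losses, 2 lay in the region from 33897213 to 33933441 on chromosome 10 and 5 in the chromosome 14 region. There the lower parent had means of -0.66 to -0.39, so at least 1 parent was low at each without passing the rule. Some losses outside these regions had a low parent too, such as 142900815 to 142903761 on chromosome 3 (sire -0.79, offspring 1 -0.76). At others, such as 53460018 to 53461654 on chromosome 19, both parents were nearer to the reference (-0.15 and -0.04). Among the 62 loci, 52 were found in a single offspring mouse. Of these 52, 32 were in offspring 1, 1 was in offspring 2 and each of the remaining offspring had 2 to 5. Offspring 1 also had the highest probe SD of the offspring (0.169). Of its 993 positive probes, 98.8% were not well above background on every array, so its larger number of loci cannot be told apart from noise.

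Of the single probes that set an offspring mouse apart from the other 8 mice, the largest number in a single region lay in the chromosome 10 loss. Tested with limma at a Benjamini-Hochberg adjusted p of 0.05, 186 of 948711 probes per contrast passed in sum over the 7 offspring, with 56 higher and 130 lower. Offspring 5 had 83, and 54 of these lay in the chromosome 10 loss (limma adjusted p from 0.00808 to 0.0492), out of 287 probes tested there. The median difference of these 54 was -1.17, a value raised in size by their selection. Over all 288 probes of the loss the mean difference from the other 8 mice was -0.87. Offspring 1 had 30, offspring 2 had 4, offspring 3 had 2, offspring 4 had 4, offspring 6 had 20 and offspring 7 had 43. Outside the chromosome 10 loss no pair of neighbouring probes passed together. With 1 mouse against 8 the test missed most single-probe changes, since it recovered 30 of 200 simulated losses of -0.87 and 0 of 200 of -0.5, so a low count does not show that few probes differed.

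Between the 7 offspring and the 2 parents, limma called 0 probes (smallest adjusted p 0.509). An unadjusted limma p under 0.05 was found for 56603 of the 948711 probes tested. Chance alone would put a share of about 0.05 of the probes under that cut, so the count by itself does not show a difference. With a trend of the prior on mean signal the count was 8, and without the dam it was 47. The parents were scanned on a day of their own, and the offspring on 4 other days. With scan day as a random block limma also called 0 probes, and 68366 of 948711 had an unadjusted p under 0.05. The correlation within scan days was estimated at -0.088. No day held both a parent and an offspring mouse, so the block cannot separate scan day from generation.

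No autosome had a shift of the size seen on the X chromosome of the dam. The median log2 ratio of an autosome ranged from -0.00570 to 0.00893 over the 19 autosomes of the 9 mice, against 0.96 for that X chromosome.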

Values the study reported

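For offspring 5 of this family, listed as a female of the irradiated group, the study reported a de novo deletion on chromosome 10 with 200 positive probes on the first arrays and an estimated size of 742,233 bp, at 99,214,798 to 99,957,031 in the coordinates it used. The deletion also had positive probes on the study's denser second arrays and passed its quantitative PCR. No other offspring of this family is in its lists of changes that passed that PCR. The genes it listed in the deletion include Dusp6. Over all families of the study, de novo deletions were reported in 11 of 156 offspring (7.1%) of the non-irradiated group and in 29 of 142 (20.4%) of the irradiated group. For deletions with more than a single positive probe on the first arrays, the study gave 8 of 156 offspring (5.1%) against 22 of 142 (15.5%). Both sets of counts leave out the offspring with the most de novo changes, which the study excluded and listed separately in both groups.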

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

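The search for a lone offspring mouse covered 33 measures, of which the chromosome 10 region was chosen only after its loss was seen. Chance alone picks out about 1 in 20 such groups, and 6 of the 33 were picked out here because the gap between the highest or lowest mouse and its neighbour took up most of the range. The loss on chromosome 10 (98675642 to 99422306) was one, at -0.873 in offspring 5, with the other offspring between -0.0154 and 0.00520. It kept its direction under the alternatives run for it, with means from -0.892 to -0.523. No technical explanation was tested for it beyond those alternatives.

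The other 5 were autosome medians very close to 0. Offspring 5 lay apart on autosome 1 (-0.00449), autosome 3 (-0.00570) and autosome 16 (-0.00454). Offspring 2 lay apart from the other offspring on autosome 11 (-0.00281) and autosome 17 (-0.00191), where the dam had -0.00282 and -0.00143. No explanation was tested for these.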

How the results depend on the processing

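The limits to segments scoring above the shuffled orders, the counts without offspring 1, without offspring 7 or outside the chromosome 10 loss, the scan day block, the looser carriage over the same loci, the counts with signs not compared and the share without 16 loci of the dam were chosen after seeing the data. Of 100 values under alternatives for 12 results, 51 stayed within the replicate spread or within 1.5 times the count, 49 moved and 0 changed direction. Most of these results are counts or shares, which have no direction to change. The median of 504 positive probes became 11 with normexp, 22 among probes well above background, 157 at thresholds of 1.0 and 0.6, 1785 at 0.6 and 0.4, 24922 with the Cy5 array alone, 29708 with the Cy3 array alone and 4036 with the signs of both arrays not compared. The 3683 offspring-only positive calls became 161, 159, 1158, 12457, 121963, 158565 and 22664 in the same order. A single array lacks the second array's check and the cancelled dye bias. The other causes were not tested.

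The 1150 segments became 242 with normexp, 139 among probes well above background, 421 with Cy5 alone, 495 with Cy3 alone, 148 at a score of at least 8, 232 with at least 10 probes as the search minimum, 398 at a mean of at least 0.5 and 19 above the shuffled orders. The 700 offspring-only segments became 104, 48, 248, 291, 88, 66, 240 and 3 in the same order. The 186 limma probes of single offspring became 492 with normexp, 511 with outlier spots kept, 494 with Cy5 alone, 564 with Cy3 alone and 1092 with a prior trend. The 0 limma probes between generations (56603 of 948711 at an unadjusted p under 0.05) became 8 with the trend. Leaving out each mouse gave 0 to 47, with 47 without the dam, 1 without the sire and 0 without any offspring mouse. The highest autosome median, 0.00893, became 0.0136 as a mean over probes and 0.0194 with Cy5 alone. The 3.82% of the dam's loci in offspring became 1.94% without the 16 loci carried by exactly offspring 5, 6 and 7, 12.7% over the same 348 loci when carriage needed over 0.5 times the mean of the positive mice, and 18.3% over 492 loci when the parents were judged by that rule too. The causes were not tested.

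Losses made up 77.2% of the offspring-only calls, 98.8% with normexp (2 gains, 159 losses), 53.0% with loess (1448 and 1631) and 96.2% among probes well above background (6 and 153). The mean of the chromosome 10 loss was -0.52 with normexp, -0.76 among probes well above background, -0.87 with loess, -0.87 in the series' table, -0.85 with Cy5 alone and -0.89 with Cy3 alone. Signals 2.93 to 4.83 times the background limit the dim probes. The GC correction and the test of gene families were not run. No paired analysis was possible because the replicate numbers of a sire, a dam and 7 offspring pair no animals.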

Other observations

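Of the tests in this part, the mismatched array pairs and the shuffled probe orders were set before their results were seen, and the remaining tests, on probe spread, on the chromosome 14 region and on the loci of the dam, were chosen only after the result was seen. The regions in the next 2 paragraphs and the losses of a parent shared with offspring 1 to 4 were also chosen after their values were seen.

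On chromosome 8, 41 probes from 102125282 to 102242602 (117321 bp) had a mean log2 ratio of 0.28 in the dam, 0.28 in offspring 5, 0.29 in offspring 6 and 0.27 in offspring 7, against -0.05 to -0.03 in the sire and offspring 1 to 4. On chromosome 13, the probe from 95707465 to 95707524 had 2.17 in the sire, -0.23 in the dam and 0.80 to 1.74 in the 7 offspring, while its neighbours at 95704529 and 95710634 lay between -0.11 and 0.17 in the 9 mice. That probe was not well above background on every array.

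Offspring 5, 6 and 7 also stood apart from both parents at several probes. Of the losses positive in a parent and in at least 3 offspring, 8 had their carriers among offspring 1 to 4 only, each of 1 probe, and 1 of the 8 was well above background on every array. Over these 8 probes the ratios ranged from -1.49 to -0.23 in the sire, -1.49 to 0.02 in the dam, -2.06 to -0.47 in offspring 1 to 4 and -0.26 to 1.11 in offspring 5, 6 and 7. At the probe from 146680286 to 146680345 on chromosome 1 the sire had -1.34 and the dam -1.22, against 0.13, 0.37 and 0.34 in these 3 offspring. On chromosome 5, the probe from 93827988 to 93828043, which was well above background on every array, had -1.12 in the sire, -0.42 in the dam and -1.63 to -1.22 in offspring 1 to 4, against 0.03, 0.38 and 0.25 in offspring 5, 6 and 7.

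The first pattern is that 92.6% of the positive loci occurred in 1 mouse alone. Pairing an array of a mouse with the opposite-dye array of another mouse gave a median of 436.5 positive probes, 86.6% of that of the true pairs, which falls between the bounds set for array noise and leaves it open how many calls are noise. By direction, the median was 95.1% of that of the true pairs for gains (135 against 142) and 70.7% for losses (309 against 437). The relation with probe spread (rho 0.983) decides nothing, since both measures come from the same ratios. A change present in 1 mouse cannot be positive on arrays of different mice, so new changes do not account for the whole pattern, and shuffled probe orders gave as a median 106% of the segments of the true order per mouse, so single outlying probes may account for most short segments outside the regions named above.

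The second pattern is the pair of levels of the chromosome 14 region. Scan day is argued against, since mice scanned on the same day differed by up to 0.260. Sex is argued against as well, since an offspring mouse with an X ratio like that of the dam lay 0.251 from the dam, at the level of the sire. An inherited difference stays open, since the distance of at most 0.0415 between an offspring mouse and a parent restates the pattern and decides nothing. A difference in tail tissue composition was not tested and may contribute.

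The third pattern is the set of losses shared by the dam and offspring 5, 6 and 7. Of the loci of the dam in 3 offspring, 94.1% were carried by the offspring with an X ratio over 0.5. These probes may therefore read a copy of the sequence on a sex chromosome. All 16 loci were losses, at -4.51 to -0.87 in the dam and offspring 5, 6 and 7. These 4 mice had more X signal and less Y signal than the reference. The direction thus argues against an X copy for these losses and leaves a Y copy open. The chromosome 8 region from 102125282 to 102242602 was higher in the same 4 mice, with means of 0.27 to 0.29. It was not part of this test, and no cause was tested for it. Independent inheritance of autosomal differences is argued against, since 1 of the 35 possible sets of 3 offspring held 16 of the 17 loci, and these lay on 11 autosomes. The depth at some loci argues against it too, as the sire lay between -0.15 and 0.20 at all 16. A loss from the dam alone would leave his copy, and the lowest probe of the chromosome 10 loss was -1.80. All of offspring 5, 6 and 7 lay lower at the loci on chromosomes 6, 7, 14 and 16 (-4.51 to -2.16). The same held at 132549431 on chromosome 3 and 35857910 on chromosome 9 (-3.68 to -2.46). At the other loci this depth was not reached by all 3. At several of the 8 losses of a parent carried by offspring 1 to 4 only, offspring 5, 6 and 7 differed from the dam too, which sex alone leaves unexplained, and the cause was not tested. The sequences themselves were not searched on the sex chromosomes here.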
